A study of Mus musculus with 8 samples. Its data were reported in "m6A and the NEXT complex direct Xist RNA turnover and X-inactivation dynamics" (2025).

How the data were processed

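RNA was measured in mouse embryonic stem cells whose METTL3 protein carries a degron tag, a short domain that marks the protein for destruction once the small molecule dTAG-13 is added. METTL3 is the catalytic subunit of the complex that writes N6-methyladenosine (m6A) on RNA. The labels give 8 total RNA libraries in 2 groups of 4. One group received dTAG-13 for 26 hours and the other was untreated, and each group holds 2 cell clones (C3 and H5) with 2 replicates per clone. No doxycycline was given, so the inducible Xist allele was not switched on. The label of the RNA molecule and the study's methods describe total RNA, while the extraction text of the labels describes RNA from chromatin, and the values were treated as total RNA.

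The authors removed reads from ribosomal RNA with bowtie2, aligned the remaining pairs with STAR to the mm10 genome with strain variants masked, and kept uniquely placed reads. The authors then removed duplicates with Picard MarkDuplicates and counted genes and transposable elements with the default parameters of TEtranscripts, which runs the Wald test of DESeq2. A transposable element was counted by subfamily, summed over all its copies in the genome, and because only uniquely placed reads were kept, young subfamilies with near-identical copies are undercounted. The default setting counts reads without regard to strand, while the name under which the table was deposited carries the word reverse, so whether strand was used in counting is uncertain. Genes that overlap on opposite strands, such as Xist and Kcnq1ot1 with the genes antisense to them, are therefore uncertain, as are genes with near-identical copies.

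One table of the authors' comparison was analysed, with 18694 features: 17597 genes and 1097 transposable element subfamilies. Its signal column was deposited as the mean over the libraries of read counts divided by size factors, called the mean count here. The deposited log2 fold changes and their standard errors come from the authors' fit of all libraries in one model. A deposited score per feature is the Wald statistic, and the deposited p-values were adjusted by the authors with the Benjamini-Hochberg method. The table names no library and does not name its numerator. Positive changes were read as higher with dTAG-13, which is how TEtranscripts orders its groups. The word reverse in the name of the table can stand for a strand setting of the counting or for an inverted contrast. Every direction in the text rests on the reading chosen, and all would change sign under an inverted contrast.

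The table was checked for internal consistency. Values were compared to 6 digits. In all 18694 features the statistic was the fold change over its standard error. In all of them p was the normal two-sided p of the statistic, and the adjusted p was the Benjamini-Hochberg value over all features. No value was missing and no name was repeated. Values printed for single genes or subfamilies were copied from the authors' deposited table, and no model was refitted to counts. Gene symbols were matched to the GENCODE vM21 annotation of the GRCm38 build, which is the build of mm10: 16689 symbols matched directly and 722 through an older symbol, 186 had no match, and 30 that matched more than 1 record were left out, so 17381 genes (98.8%) had a position. One transcript per gene gave the exon number, the transcript length, the longest internal exon and the GC content.

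A feature was past the threshold at an adjusted p under 0.05 in the authors' deposited table. The genes named in the text follow a rule set before the data were examined. They are 14 genes that the study names; the 5 genes with the smallest p and the 5 with the largest change in each direction among those past the threshold with a mean count of at least 100; the 5 transposable element subfamilies with the largest change in each direction under the same filter; and the 3 members with the smallest p of any gene list past its own threshold. The levels of the most abundant feeder markers were also planned, and their number, 5, was set later. IAP elements were singled out after their values were seen. The thresholds, 15 gene lists, the tests of exon architecture and of X-linked genes, and the alternatives were fixed together with that rule, except where the text says otherwise.

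Gene lists were tested with cameraPR of limma 3.58.1 in R 4.3.3, applied to the deposited statistic of genes with a mean count of at least 10, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. The lists were the m6A writer complex, m6A readers and erasers, adaptors of the nuclear exosome, the nuclear lncRNAs of the study, Xist silencing factors, pluripotency, cells in a state like that of the early embryo (the Zscan4 group), immediate early genes, p53 targets, interferon response, fibroblast feeder markers, zinc finger genes, cytosolic ribosomal protein genes, replication-dependent histone genes and mitochondrially encoded genes. The last had 0 genes in the table, which left 14 lists. Each list's median was also placed among 10000 random lists matched on mean count in 20 bins.

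Across genes, Spearman's rho was computed with 100000 permutations of the gene labels, so the smallest p is 1e-05. There were 3 relations with exon architecture and 6 with GC content and mean count, the latter chosen after the data were seen. All tests were two-sided. Genes are not independent replicates, so these values describe these libraries. X-linked and autosomal genes were compared by the difference of their medians with the same number of permutations. Standard errors were set against mean count by a lowess fit (fraction 0.3), and the residual was compared between chromosomes. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.

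The deposited mean counts add up to 16292717 reads per library after scaling, and depth is otherwise unlabelled. The depth of each library is not given. After the data were seen, reads of single libraries were also worked out from the decimals of the mean counts, which needed each library to be placed in the numerator or the denominator by the sign of fold changes. That step was dropped with every value from it, because counts and groups are not to be inferred in this way. Its results for chromosome 5, repeats, GC-rich genes and X-linked genes had been seen, and nothing in the text rests on them. Duplicates were removed by position and not by molecular identifier, so the reads are not all independent molecules.

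The calling of genes, re-centring, list tests, correlations, the X-linked comparison and the comparison of standard errors were tested on simulated data, and the removal of trends and the fit of several gene properties were not. In a simulated table of 18694 features, 94% of 200 genes changed 2-fold were called in the right direction, and 4.57% of the calls were false. The changed genes all had a mean count of at least 100. Noise was drawn as normal with the deposited standard errors, which is what the Wald test assumes, so these are not error rates for the real libraries. Planted lists were found in 100% of 100 simulated tables of 13590 genes, and 0.263% of the unplanted lists were called. The planted shift was large and the simulated genes were independent, so these rates do not cover correlated genes. Of 100 null correlations between simulated values, 8 were called.

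The alternatives were other thresholds on the adjusted p, adjustment within genes or within subfamilies, filters on mean count, minimum fold changes, fold changes re-centred on the median of genes with a mean count of at least 100, another inter-gene correlation, ranks of the statistic, partial correlations and matching on mean count. Removal of a GC trend or of a mean count trend by lowess, with the test recomputed from the deposited standard error, was added after the data were seen, as were partial correlations given GC content or gene span, the correlation without chromosome 5, the fit of several gene properties before the X-linked comparison, and re-centring of single named features other than the nuclear lncRNAs. Fits that need counts per library (other normalizations, a clone or replicate term, leaving out a library, single clones, other splits of the libraries) were not run, because named values per library were not used here.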

Results

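Total RNA was sequenced from mouse embryonic stem cells with 2 X chromosomes in which METTL3, the enzyme that writes m6A, can be removed by adding dTAG-13. The 8 libraries formed 2 groups of 4: cells treated with dTAG-13 for 26 hours and untreated cells. Each group held clones C3 and H5 with 2 replicates each. The comparison asks which transcripts and transposable elements change in level when METTL3 is depleted for about a day, in cells where Xist was not induced. The values are those of the authors' comparison of both groups, given as one table without values per named library, so single libraries could not be compared with each other by name. The table does not name its numerator. A positive log2 fold change was read as higher with dTAG-13, and that reading is uncertain. After scaling, the mean counts of genes in the authors' deposited table added up to 14573411 reads and those of transposable elements to 1719306, 10.6% of the total of 16292717. The 10 most abundant genes held 3.27% of the total.

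The degron removes protein, and no difference in Mettl3 RNA was detectable between the groups. In the authors' deposited table, Mettl3 (chromosome 14, 52294841 to 52305128, GRCm38) had a mean count of 684, a log2 fold change of -0.092 (standard error 0.31) and an adjusted p of 0.886. Its standard error lay at the 99.3rd percentile of genes with a similar mean count, so its RNA level was measured with less precision than that of most genes. The authors' deposited table gave a log2 fold change of -0.088 for Mettl14, the partner of Mettl3 (adjusted p = 0.679), and of 0.21 for Wtap, another subunit (adjusted p = 0.126). Wtap passed the threshold in both scalings that were tried for single genes, with log2 fold changes of 0.26 (adjusted p = 0.0458) after re-centring and 0.31 (adjusted p = 0.0134) after removal of the GC trend.

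Of 17597 genes, 3526 (20.0%) were past the threshold in the authors' deposited table, 1881 higher and 1645 lower with dTAG-13. An unadjusted p under 0.05 was reached by 5350 genes. Most changes were small. The median log2 fold change was 0.66 among the genes that were higher and -0.46 among those that were lower. A change of at least 2-fold was seen for 413 genes that were higher and 118 that were lower, and this minimum moved the count of genes past the threshold more than any other alternative, to 531. Among 9899 genes with a mean count of at least 100, the median log2 fold change was -0.05 and the median standard error 0.14. Among 4007 genes with a mean count under 10, the median standard error was 1.03 and 59 genes were past the threshold, so at that depth only large changes were detectable.

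Among genes that were higher, the smallest p-values in the authors' deposited table belonged to Pelo, Mrpl43, Ndufaf1, Hyal2 and Ythdf2. Pelo (chromosome 13, 115088355 to 115090186) had a mean count of 597, a log2 fold change of 1.25 (standard error 0.10) and an adjusted p of 6.29e-30 in the authors' deposited table. Ythdf2, which encodes an m6A reader in the cytoplasm (chromosome 4, 132184912 to 132212303), had a mean count of 4165 and a log2 fold change of 0.82 (standard error 0.078, adjusted p = 1.83e-22) in the authors' deposited table. The changes of Mrpl43, Ndufaf1 and Hyal2 in the authors' deposited table were 1.28, 1.22 and 1.30 on the log2 scale. The size of the change was ranked only among genes past the threshold with a mean count of at least 100. The largest increases of that ranking in the authors' deposited table were those of Tradd (log2 fold change 1.84, standard error 0.24), Cited4 (1.71), Fam46b (1.70), Cspg5 (1.65) and Cbr3 (1.65). These genes had mean counts from 127 to 290. Among genes that were lower, Trh (chromosome 6, 92242061 to 92244650) had the smallest p in the authors' deposited table, with a mean count of 4783, a log2 fold change of -1.17 (standard error 0.093) and an adjusted p of 3.14e-32. It was followed in the authors' deposited table by Crebrf (-1.28), Gpr126 (-1.36), Snx5 (-0.76) and Ubr7 (-0.75). With the same minimum mean count of 100, the largest decreases in the authors' deposited table were those of Zmat4 (log2 fold change -2.31, standard error 0.28, adjusted p = 4.13e-14), Dnah8 (-1.49), Pla2g7 (-1.45), Rb1 (-1.42) and Snn (-1.41).

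**Figure D1:**
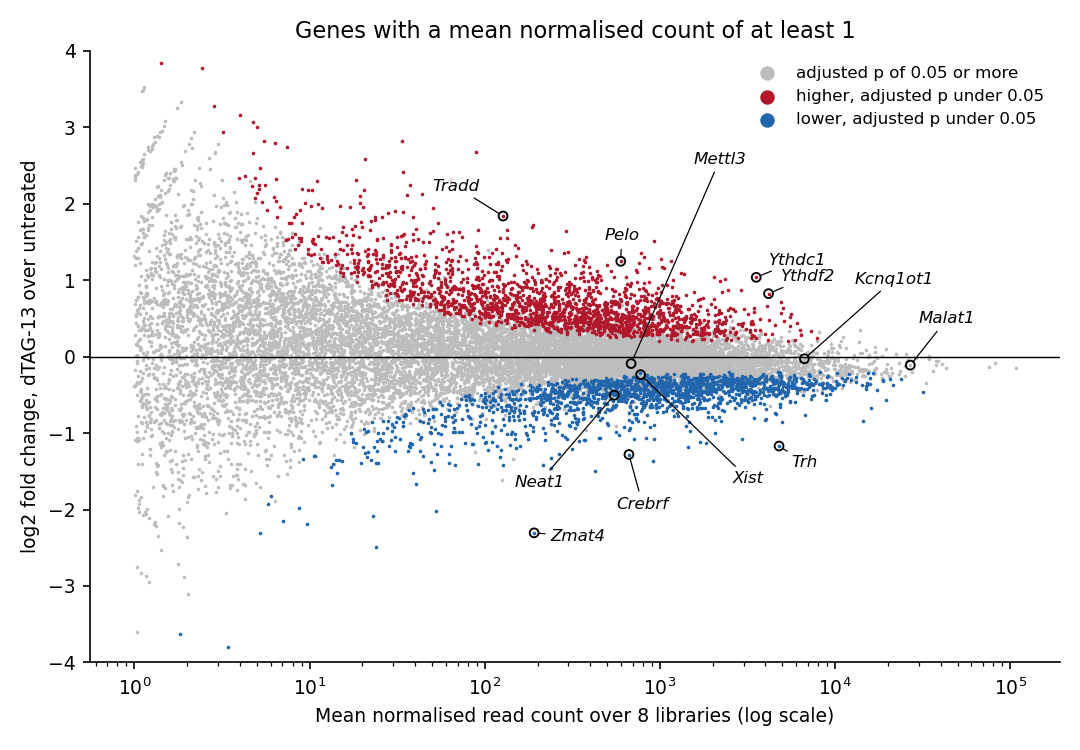
Log2 fold change of 16557 genes with a mean count of at least 1, dTAG-13 over untreated, against their mean normalised read count (log scale), with 2 genes outside the vertical axis. Of the 507 genes with a mean count of at least 5000, 12 were higher and 127 lower past the threshold, and Mettl3, Xist, Malat1 and Kcnq1ot1 lie among the genes that were not past the threshold.

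The study asked how METTL3 affects Xist and other nuclear lncRNAs. Xist (chromosome X, 103460366 to 103483254) was not induced and had a mean count of 775, with a log2 fold change of -0.24 (standard error 0.44) and an adjusted p of 0.781 in the authors' deposited table. Its standard error lay at the 99.7th percentile of genes with a similar mean count, so a change of the order of 1.5-fold was not detectable here. Neat1 was lower, with a mean count of 548 and a log2 fold change of -0.50 (standard error 0.18, adjusted p = 0.0290) in the authors' deposited table. That call depends on the scaling: Neat1 had a log2 fold change of -0.46 (adjusted p = 0.0560) after re-centring and of -0.45 (adjusted p = 0.0647) after removal of the GC trend. Malat1, with a mean count of 26860, had a log2 fold change of -0.11 (standard error 0.15, adjusted p = 0.683) in the authors' deposited table. Kcnq1ot1, with a mean count of 6671, had a log2 fold change of -0.029 (standard error 0.30, adjusted p = 0.963) in the authors' deposited table, and its standard error was at the 99.5th percentile of genes with a similar mean count. The sign of the Kcnq1ot1 value was positive after re-centring and after removal of the GC trend, and that of Malat1 after removal of the GC trend, far from the threshold each time. Both Xist and Kcnq1ot1 overlap genes on the opposite strand, and their values are uncertain because it is unclear whether the counting used strand.

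Other genes that the study names were read from the authors' deposited table by the same rule. Ythdc1, the nuclear m6A reader (chromosome 5, 86804221 to 86836659), was higher even though standard errors on that chromosome were larger than elsewhere, with a mean count of 3543, a log2 fold change of 1.04 (standard error 0.14) and an adjusted p of 1.44e-10 in the authors' deposited table. Tor1aip2 was higher (log2 fold change 0.58, adjusted p = 4.24e-10 in the authors' deposited table). Zcchc8, a subunit of the nuclear exosome targeting complex that also lies on chromosome 5, had a log2 fold change of 0.075 (adjusted p = 0.792 in the authors' deposited table). Zfc3h1, of the other nuclear exosome adaptor complex, was lower at -0.35 (adjusted p = 0.0259) and Hnrnpu at -0.22 (adjusted p = 0.0258) in the authors' deposited table, and neither was past the threshold after re-centring (adjusted p = 0.0670 and 0.112) or after removal of the GC trend (adjusted p = 0.131 and 0.702). Spen (log2 fold change -0.45, adjusted p = 0.296) and Hdac3 (0.086, adjusted p = 0.646) were not past the threshold in the authors' deposited table, and the standard error of Spen was at the 99.04th percentile of genes with a similar mean count.

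Transposable elements went mostly one way. Of 1097 subfamilies, 57 were past the threshold in the authors' deposited table, 3 higher and 54 lower, and 155 reached an unadjusted p under 0.05. Among 486 subfamilies with a mean count of at least 100, 457 (94.0%) had a log2 fold change below 0, and the median was -0.36 with a median standard error of 0.23. The median decrease was alike across classes, at -0.41 for 56 DNA transposon subfamilies, -0.39 for 106 LINE, -0.34 for 279 LTR and -0.34 for 33 SINE subfamilies. None of the DNA transposon subfamilies was past the threshold. After re-centring on genes the median was -0.31. The count past the threshold moved most with a minimum change of 2-fold, to 6. RLTR1B-int, an internal sequence of the ERV1 family, had the smallest p of all features in the authors' deposited table, with a mean count of 42940, a log2 fold change of -1.37 (standard error 0.10) and an adjusted p of 2.32e-36. LTRIS2 (-1.31), RMER16-int (-1.30), RLTR4_MM-int (-1.07) and MuRRS4-int (-1.05) had the next largest decreases on the log2 scale in the authors' deposited table. That ranking covers subfamilies past the threshold with a mean count of at least 100. The 3 subfamilies that were higher in the authors' deposited table were all intracisternal A particle (IAP) elements: IAPEy-int at 0.76 (adjusted p = 0.0119), IAPEz-int at 0.45 (mean count 5807, adjusted p = 0.000275) and IAPLTR1_Mm at 0.30 (adjusted p = 0.0294) on the log2 scale. IAP elements as a group were singled out after their values were seen. Of 12 IAP subfamilies with a mean count of at least 100, 9 were above 0, with a median log2 fold change of 0.30, against 15 of 267 other LTR subfamilies and a median of -0.35.

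**Figure D2:**
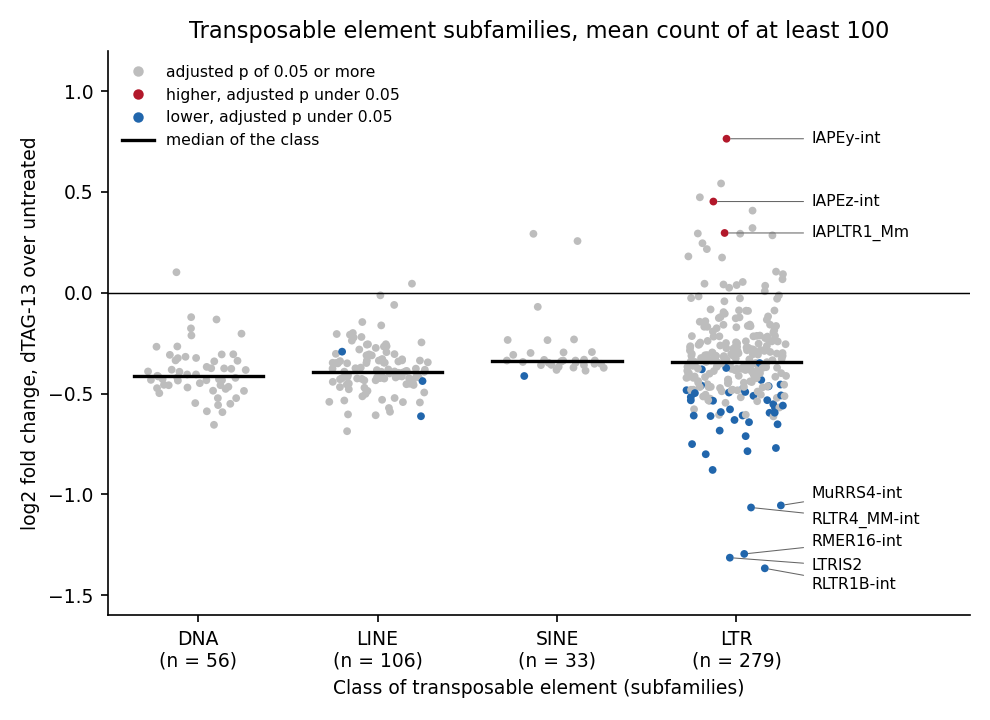
Log2 fold change of transposable element subfamilies with a mean count of at least 100, by class, each point a subfamily and each bar the median of its class. The class medians lie between -0.41 and -0.34, and the 3 subfamilies that were higher past the threshold are IAP elements.

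Of the 14 gene lists tested, 1 was past its threshold. The 81 cytosolic ribosomal protein genes had a median log2 fold change of -0.18 (limma cameraPR, adjusted p = 0.00457), and 6 of them were above 0. Of these genes 3 were lower and 0 higher when adjusted over all genes, and 1 was lower when adjusted over the list alone. The call was not past the threshold with an inter-gene correlation of 0.05 (adjusted p = 0.337), and its adjusted p was 4.59e-05 on ranks of the statistic and 0.0497 among genes with a mean count of at least 100. The list's median lay at the 44.3rd percentile of 10000 random lists with the same mean counts, whose own median was -0.17, so random lists of equally abundant genes were lower to a similar degree. Its members with the smallest p in the authors' deposited table were Rpl22l1 (log2 fold change -0.57, adjusted p = 0.000244), Rpl27 (-0.35, adjusted p = 0.0116) and Rpl30 (-0.30, adjusted p = 0.0250), and Rpl30 was not past the threshold after re-centring (-0.25, adjusted p = 0.0762).

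The other 13 lists were not past the threshold. The m6A writer complex had a median log2 fold change of 0.19 over 8 genes (limma cameraPR, adjusted p = 0.123), with 3 higher and 0 lower both over all genes and adjusted over the list alone. The median of the 12 m6A readers and erasers was 0.10 (adjusted p = 0.123), with 4 higher and 2 lower over all genes, and 4 higher and 3 lower adjusted over the list alone. These medians lay at the 98.7th and 99.6th percentiles of random lists matched on mean count. The median was -0.14 for 10 nuclear exosome adaptors (1 higher and 3 lower over all genes, 2 and 4 adjusted over the list alone), -0.17 for the 4 nuclear lncRNAs (0 higher and 1 lower either way) and -0.22 for 9 Xist silencing factors (0 higher and 3 lower over all genes, 1 and 4 adjusted over the list alone). For 17 pluripotency genes the median was -0.13 (adjusted p = 0.122), with 5 lower over all genes and 7 adjusted over the list alone, and none higher. The interferon response list, with 8 genes, had a median of -0.28 at the 2.21st percentile of random lists (adjusted p = 0.399), with 2 lower over all genes and 2 adjusted over the list alone. The 6 genes of the Zscan4 group had a median of -0.32 at the 3.10th percentile of random lists, with 0 past the threshold over all genes and 0 adjusted over the list alone. Immediate early genes (19 genes, median -0.01) had 3 higher and 1 lower, and p53 targets (18 genes, median -0.19) had 1 higher and 4 lower, the same numbers adjusted over the list alone. Zinc finger genes (309 genes, median 0.01) had 35 higher and 38 lower over all genes, and 37 and 40 adjusted over the list alone. Histone genes (60 genes, median -0.10) had 0 higher and 2 lower over all genes, and 0 and 1 adjusted over the list alone.

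The cells were grown on fibroblast feeders, and a change in the share of feeder cells would move all their transcripts alike. The 18 feeder markers had a median log2 fold change of -0.01 (limma cameraPR, adjusted p = 0.901), at the 49.5th percentile of random lists, with 1 higher and 1 lower over all genes and the same adjusted over the list alone. The most abundant of them in the authors' deposited table were Fn1 (mean count 4941, log2 fold change -0.48), Sparc (3052, 0.26), Vim (2073, -1.002), S100a6 (1261, -0.065) and Lgals1 (972, -0.35). Vim was past the threshold (adjusted p = 0.00380 in the authors' deposited table), and the markers did not move alike. Standard errors were 0.27 for Fn1, 0.28 for Vim and 0.26 for Lgals1, against 0.13 for Sparc and 0.16 for S100a6. How much of each marker's RNA came from feeders was not measured, so a change in feeder share is not excluded.

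Because m6A is concentrated in long exons, the fold change was compared with exon architecture across genes. Across 13465 genes with a mean count of at least 10, Spearman's rho between the log2 fold change and the number of exons per kb of transcript was -0.143. It was 0.0948 for the length of the longest internal exon (12329 genes) and -0.0671 for transcript length. Each had a permutation p of 1e-05, the smallest that 100000 permutations can give, and the same value after adjustment over the 3 relations. Genes are not independent replicates, so these values describe these libraries. The value for exons per kb moved most when GC content was held constant, to -0.217, and it was -0.189 among genes with a mean count of at least 100. The median log2 fold change fell from 0.06 in the lowest of 10 equal groups of genes by exons per kb to -0.14 in the highest. Protein-coding genes with 2 to 3 exons had a median of 0.16, with 26.4% higher and 6.79% lower past the threshold, while those with more than 20 exons had a median of -0.14, with 6.40% higher and 20.1% lower. Single-exon genes had a median of 0.01.

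Relations of the fold change with GC content and with mean count were examined after the data were seen. Across the same 13465 genes, rho was 0.318 with the GC content of the transcript and -0.260 with the mean count, each with a permutation p of 1e-05 before and after adjustment over 6 relations. The median log2 fold change rose from -0.18 in the lowest of 10 equal groups of genes by GC content to 0.24 in the highest, where 26.3% of genes were higher and 2.60% lower past the threshold. By mean count, the median was 0.17 for 3691 genes from 10 to 100 and -0.18 for 507 genes of at least 5000, of which 12 were higher and 127 lower. With the GC trend removed, 3140 genes were past the threshold, of which 2570 were shared with the 3526 of the authors' deposited table and had the same direction.

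**Figure D3:**
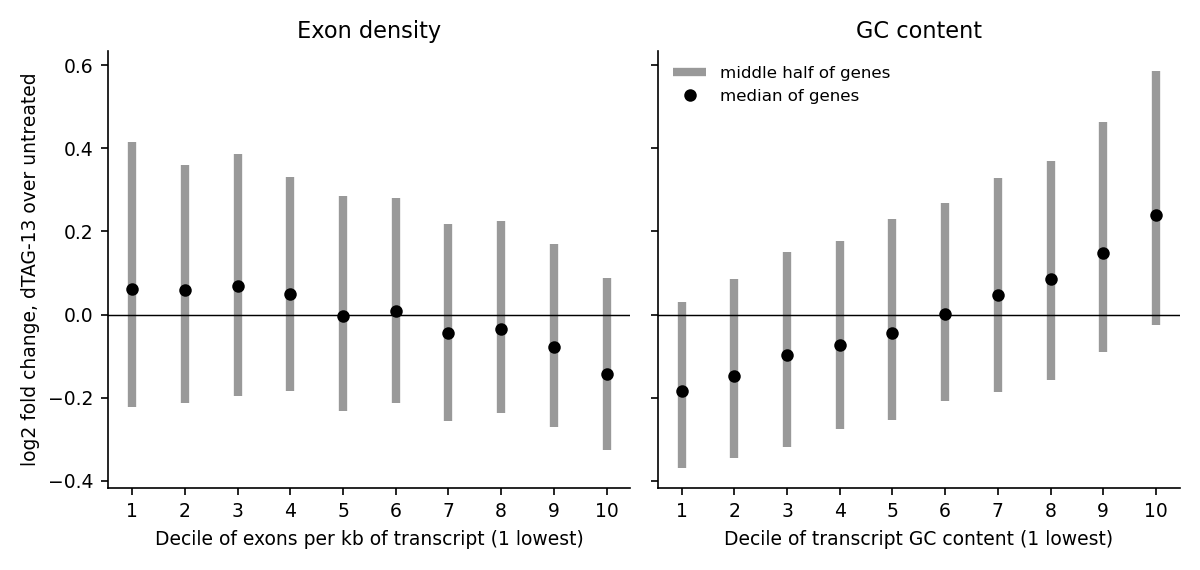
Median (points) and middle range from the lower to the upper quartile (bars) of the log2 fold change, dTAG-13 over untreated, in equal groups of genes by exons per kb of transcript (left) and by transcript GC content (right). The median falls from 0.06 to -0.14 with exon density and rises from -0.18 to 0.24 with GC content.

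X-linked genes were compared with autosomal genes as a background check, since no Xist was induced. The median log2 fold change was -0.14 for 536 X-linked genes and -0.0047 for 12929 autosomal genes. The difference of -0.13 had a permutation p of 1e-05, the smallest possible. It was -0.14 against autosomal genes matched on mean count, and after a fit on exon density, GC content, mean count and transcript length it was -0.068 (permutation p = 0.00014), the alternative that moved it most. Of the X-linked genes, 34 were higher and 104 lower past the threshold, and 15 of 17 windows of 10 Mb lay below the autosomal median. The medians of single autosomes ran from -0.077 to 0.057.

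The precision of the fold changes was not alike across the genome, which was noticed after the data were seen. For genes with a mean count of at least 100, the median standard error was 0.20 on chromosome 5 (654 genes) and 0.13 on the other chromosomes (9184 genes). At equal mean count, standard errors on chromosome 5 were 1.49-fold larger. All 16 windows of 10 Mb on chromosome 5 lay above the median of every other chromosome. On chromosome 5, 86 genes (13.1%) were past the threshold, against 29.5% elsewhere. The number was 219 (33.5%) when errors were scaled to those of the other chromosomes and the observed fold changes were kept. Those fold changes carry the noise of the larger errors, so 219 is not an estimate of the calls that smaller errors would have given. The median log2 fold change of chromosome 5 was -0.02. A gene on chromosome 5 that is not past the threshold, such as Zcchc8, was therefore tested with less power than a gene elsewhere.

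**Figure D4:**
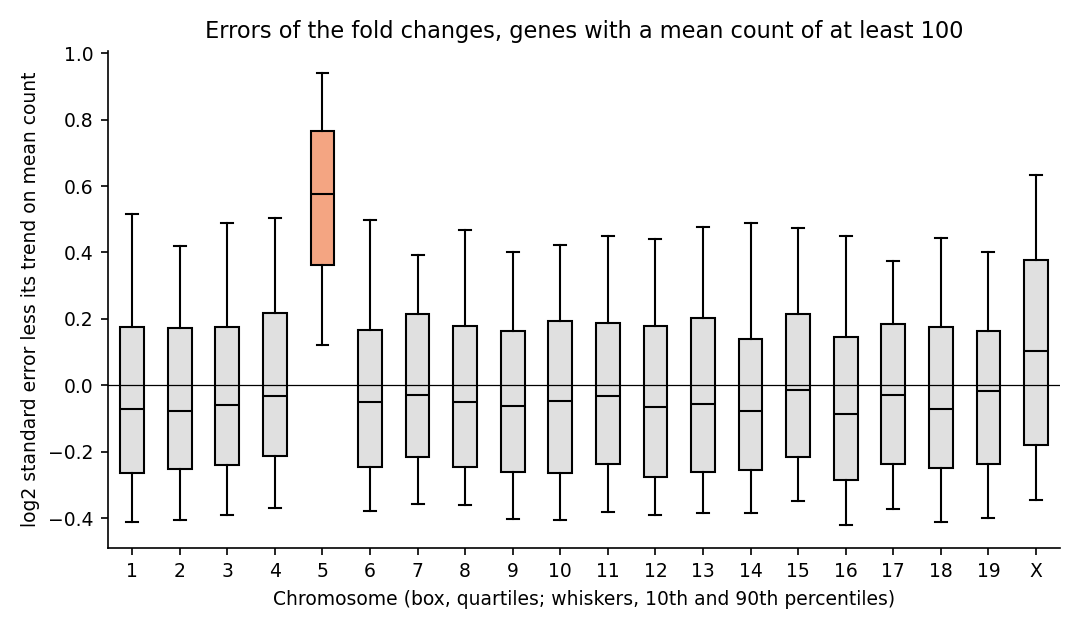
Standard error of the log2 fold change less its trend on mean count (log2 scale), for genes with a mean count of at least 100 on each chromosome (boxes, quartiles; whiskers, 10th and 90th percentiles). At equal mean count, standard errors on chromosome 5 were 1.49-fold larger.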

Values the study reported

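The study reported that Kcnq1ot1 rose by approximately 1.5–2-fold once METTL3 was acutely removed. From RNA bound to chromatin, Xist RNA after its induction rose by up to about 2-fold. Neat1 and Malat1 were described as unaffected.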

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

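The alternatives that remove a GC or mean count trend, the partial correlations given GC content or gene span, the correlation without chromosome 5, the fit of several gene properties before the X-linked comparison, and the re-centring of single named features other than the nuclear lncRNAs were chosen after seeing the data.

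Under stricter or looser thresholds the counts moved by construction. At an adjusted p under 0.01 there were 2230 genes (1221 higher, 1009 lower) and 25 transposable element subfamilies (1 higher, 24 lower), and at 0.1 there were 89 subfamilies (85 lower). A minimum change of 1.5-fold left 1599 genes (1120 higher, 479 lower) and 30 subfamilies (1 higher, 29 lower), and 2-fold left 531 genes (413 higher, 118 lower) and 6 subfamilies (0 higher, 6 lower, where 11 were higher at an unadjusted p under 0.05 with no minimum). Adjustment among subfamilies alone left 25 (1 higher, 24 lower), because the genes, which hold more small p-values, no longer entered the adjustment. Other counts of genes and subfamilies stayed within 1.5 times their value, but their balance moved. Re-centring, which takes off the gene median of -0.05, gave 3439 genes past the threshold, of which 3120 were the same genes, and the share that was higher was 64.0% in place of 53.3%. With a mean count of at least 100 the share was 46.2%. The excess of genes that were higher over genes that were lower therefore depends on the scaling and the filter.

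Neat1 lost its call at a log2 fold change of -0.46 after re-centring (adjusted p = 0.0560) and of -0.45 with the GC trend removed (adjusted p = 0.0647). Kcnq1ot1 changed sign to 0.021 after re-centring and to 0.14 with the GC trend removed, and Malat1 to 0.031 with the GC trend removed, with adjusted p from 0.830 to 0.973. These values lie within their standard errors of 0, and the cause was not tested. Mettl3 and Xist kept their direction and stayed short of the threshold under both scalings. The remaining single genes that the study names gave 18 comparisons under these scalings. Of these comparisons, 12 kept direction and side of the threshold, 4 lost their call (Zfc3h1 and Hnrnpu) and 2 gained one (Wtap). Of 32 other named features past the threshold, 31 were also past it after re-centring, and Rpl30 was not (-0.25, adjusted p = 0.0762). The 24 genes among them were past it with the GC trend removed.

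With an inter-gene correlation of 0.05, 0 gene lists were past the threshold, and by matched random lists 3 lay outside the middle 95% (m6A writers, m6A readers and erasers, interferon response). A test with an estimated correlation needs named values per library, which were not used here. The correlations with exon architecture and the difference between X-linked and autosomal genes kept their direction and side of the threshold under every alternative that was run.

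The labels give a treated and an untreated library for each clone and replicate. Whether differences between clones enlarged the standard errors of Mettl3, Xist, Kcnq1ot1 and Spen could not be tested. No paired analysis was possible because the table holds a single comparison value per feature and names no library. Fits without one library in turn, within one clone, with a clone term, with other normalizations of counts, and over other splits of the libraries were not run for the same reason, so no statement is made about single libraries deciding a call. Depth limits genes with a mean count under 10, where the median standard error was 1.03 on the log2 scale.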

Other observations

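Some tests in this part were planned. They are re-centring, the matched random lists, the correlation given mean count and transcript length, and the X-linked comparison matched on mean count. The other tests were chosen only after the result they concern was seen. Each explanation is a hypothesis.

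Chromosome 5 had larger standard errors than other chromosomes at equal mean count. After a fit on gene length, GC content, exon number and gene span, its median residual was still 0.53 (log2). The next was the X chromosome at 0.09, and the residuals of all other chromosomes were negative. These values argue against these gene properties as the whole cause. The lowest of its 16 windows of 10 Mb had a residual of 0.29, above the 0.10 of the X chromosome, the next chromosome. This argues against a single segment. A candidate explanation is that the dose of chromosome 5 differs between libraries within the groups, for example between clones or cultures, which was not tested because values per library were not used here. A dose that followed the treatment would have moved the median fold change of the chromosome, which was -0.02. No biological explanation was tested.

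Transposable elements were lower as a whole. After re-centring on genes their median log2 fold change was -0.31, which argues against the authors' size factors as the cause. DNA transposon subfamilies, which have no active copies in the mouse, had a median log2 fold change of -0.41, against -0.34 for LTR subfamilies. Fewer reads from introns and other host transcripts that contain repeat copies could therefore account for the shift of the medians. Past the threshold, 43 of 279 LTR subfamilies were lower, against 0 of 56 DNA, 3 of 106 LINE and 1 of 33 SINE subfamilies. Median standard errors were 0.29 for DNA and 0.22 for LTR subfamilies. Whether host transcripts account for the larger LTR decreases, such as RLTR1B-int at -1.37, was not tested. The treatment, and a difference in the share of unspliced RNA or residual DNA between libraries, stay open and were not tested, because values per library were not used here.

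IAP elements were higher while other LTR elements fell. The medians differed by 0.64 (log2), which no scaling of libraries can produce, and the IAP median of 0.30 argues against the loss of host transcripts for this part. Reads shared between near-identical copies, and the influence of single libraries, were not tested and stay open, as does the treatment.

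Genes with few exons per kb were higher than genes with many. The correlation of -0.143 was -0.137 given mean count and transcript length, -0.217 given GC content, -0.130 given gene span and -0.144 without chromosome 5, so none of these accounts for it alone. Loss of m6A from long exons is a possible explanation given by the design, but m6A was not measured in these libraries. In separate libraries, the study reported that METTL3 depletion nearly abolished most m6A peaks. It also compared its gene calls with m6A annotations. Its expression changes were reported to correlate better with methylated mRNAs than those of published long-term knockouts. No m6A annotation was used here, and a bias of library preparation that follows exon structure was not tested.

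GC-rich genes were higher than GC-poor genes, with a rho of 0.318. A difference in GC-dependent loss during library preparation would give such a trend over all genes, and so could the treatment, and these cannot be told apart because the labels give no preparation batch and named values per library were not used here. Abundant genes were lower than less abundant ones (rho -0.260). This remained at -0.211 given GC content, at -0.233 given exons per kb and transcript length, and at -0.217 among genes with a mean count of at least 100, so it is not explained by any of these alone. The lower level of cytosolic ribosomal protein genes is consistent with that trend, since the list lay at the 44.3rd percentile of random lists of equal mean count.

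X-linked genes were lower than autosomal ones. The difference was -0.14 against genes matched on mean count. It was -0.068 after a fit on exon density, GC content, mean count and transcript length together. These properties may therefore account for part of it. Whether the rest is particular to the X chromosome is not shown, because no single autosome was put through the same fit. Before any fit, the medians of single autosomes ran from -0.077 to 0.057. Standard errors at equal mean count were also larger on the X chromosome (residual 0.10, log2) than on any autosome other than chromosome 5. The next was chromosome 15, at -0.015. A dose of the X chromosome that varies between libraries was not tested and stays open, as does the treatment.

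The fold of Kcnq1ot1 in the authors' deposited table was 0.980, a log2 fold change of -0.029 with a standard error of 0.30, and the log2 value was 0.021 after re-centring and 0.14 with the GC trend removed. The fold is lower than the value quoted from the study above. The study's sentence that gives that value names no assay and refers to extended data figures. With this standard error and the doubt about strand, the difference is uncertain.

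The fold of Xist in the authors' deposited table was 0.849, with a standard error of 0.44 on the log2 scale. That is lower than the value quoted from the study above, which was measured after induction of Xist, and Xist was not induced here.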
